# Identification of differentially expressed genes associated with semigamy in Pima cotton (*Gossypium barbadense *L.) through comparative microarray analysis

**DOI:** 10.1186/1471-2229-11-49

**Published:** 2011-03-16

**Authors:** Jessica Curtiss, Laura Rodriguez-Uribe, J McD Stewart, Jinfa Zhang

## Abstract

**Background:**

Semigamy in cotton is a type of facultative apomixis controlled by an incompletely dominant autosomal gene (Se). During semigamy, the sperm and egg cells undergo cellular fusion, but the sperm and egg nucleus fail to fuse in the embryo sac, giving rise to diploid, haploid, or chimeric embryos composed of sectors of paternal and maternal origin. In this study we sought to identify differentially expressed genes related to the semigamy genotype by implementing a comparative microarray analysis of anthers and ovules between a non-semigametic Pima S-1 cotton and its doubled haploid natural isogenic mutant semigametic 57-4. Selected differentially expressed genes identified by the microarray results were then confirmed using quantitative reverse transcription PCR (qRT-PCR).

**Results:**

The comparative analysis between isogenic 57-4 and Pima S-1 identified 284 genes in anthers and 1,864 genes in ovules as being differentially expressed in the semigametic genotype 57-4. Based on gene functions, 127 differentially expressed genes were common to both semigametic anthers and ovules, with 115 being consistently differentially expressed in both tissues. Nine of those genes were selected for qRT-PCR analysis, seven of which were confirmed. Furthermore, several well characterized metabolic pathways including glycolysis/gluconeogenesis, carbon fixation in photosynthetic organisms, sesquiterpenoid biosynthesis, and the biosynthesis of and response to plant hormones were shown to be affected by differentially expressed genes in the semigametic tissues.

**Conclusion:**

As the first report using microarray analysis, several important metabolic pathways affected by differentially expressed genes in the semigametic cotton genotype have been identified and described in detail. While these genes are unlikely to be the semigamy gene itself, the effects associated with expression changes in those genes do mimic phenotypic traits observed in semigametic plants. A more in-depth analysis of semigamy is necessary to understand its expression and regulation at the genetic and molecular level.

## Background

Semigamy is a naturally occurring mutation that conditions atypical reproductive behavior in plants. It has been described in 13 plant species including *Rudbeckia *spp., *Zephyranthes *spp., *Cooperia pedunculata*, *Coix aquatica*, *Gossypium barbadense*, and most recently *Theobroma cacao *[1-6]. During semigamy, the sperm and egg cells undergo syngamy or cellular fusion, but forgo karyogamy, the fusion of the sperm and egg nuclei. In most semigametic plant species, the male nucleus and its derivatives are sequestered following syngamy and do not contribute to the genetic makeup of the zygote [3,4]. However, in *G. barbadense *and *T. cacao*, both of which are members of the plant family Malvaceae, the mode of semigamy is unique in that the male nucleus is not sequestered and does contribute its genetic material to the embryo [5,6]. Consequently, the maternal and paternal nuclei proceed to divide independently resulting in several possible progenies including normal tetraploids, diploids, haploids, or chimeric embryos.

In cotton, semigamy was first observed by Turcotte and Feaster [5] through recovery of a doubled haploid mutant 57-4 from a commercial non-semigametic Pima S-1, which produced haploids at a high frequency, ranging from 25 to 61% when self pollinated. Subsequent breeding and genetic experiments revealed that semigamy was an inheritable trait and controlled by a single incompletely dominant gene, denoted *Se *[7,8]. A unique feature of semigamy in cotton is that expression of the trait in terms of haploid production is controlled by the genotype of both male and female gametes [8]. Zhang and Stewart [8] reported that the semigametic line 57-4 produced 44% haploids when both gametes carried the semigametic gene Se by self pollination, but produced only 11% haploids when crossed as female to its nonsemigametic isoline Pima S-1. However, no haploids were detected when 57-4 was crossed as male to Pima S-1. This indicates that a special microenvironment in the embryo sac provided by the semigametic genotype is essential for haploid production. Also, a similar condition in male gametes with the semigametic genotype can substantially facilitate semigamy expression, indicating that the semigametic gene is expressed in both male and female gametes for a maximum haploid production. This also lays the foundation for searching for the expressed Se gene and associated gene expression using both male and female tissues in the present study.

While there have been attempts at molecular analysis related to semigamy in cotton [9], there is currently little known about the molecular genetics and gene expression of semigamy. Therefore, the objective of this study was to identify differentially expressed genes associated with the semigametic genotype using microarray analysis in order to gain insight into the underlying molecular mechanism of semigamy in cotton. To our knowledge, this is the first report of microarray and quantitative reverse transcription PCR (qRT-PCR) usage associated with semigamy and will hopefully lay the groundwork towards understanding its genetic mechanism, regulation and control.

## Results

### Microarray and data analysis

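The measurements were made on 4 arrays, 1 for each tissue and genotype, and each array received RNA pooled from 3 biological replicates of 10 flowers each. With a single array per condition no replicate error is available, so each difference is given as a ratio without a test, and the number of arrays limits the precision. The authors' MAS5 software gave a signal for each probe set on a linear intensity scale, and after the lowest and highest 2% were left out the mean signal was 250.1 on every array. The median signal was 75.95 in 57-4 anthers, 72.7 in Pima S-1 anthers, 69 in 57-4 ovules and 54.45 in Pima S-1 ovules. Log2 ratios of the 57-4 signal to the Pima S-1 signal were computed here for 24029 probe sets after signals under 50 were set to 50. Where the dimmer signal was under 50 the fold is a lower bound, and where both were no fold is given. A difference was counted when it was at least 2-fold. Product names were taken from the study's lists of differentially expressed genes, which describe 1439 of these probe sets, so counts within a gene group rest on probe sets that the study had called in a tissue and are not independent evidence. The ovule list used here holds 1414 probe sets, with no log ratio below -1.6, so its most decreased genes are not included. Such genes have a name here, and a place in a gene group, only where the study also listed them in anthers. In all 1414 probe sets of the ovule list the signal headed 57-4 equals the deposited Pima S-1 ovule signal within 0.05, and the signal headed Pima S-1 equals the deposited 57-4 ovule signal. The sign of the listed log ratio matches the deposited labels in 1389 of them, and the deposited labels were used throughout. For the cotton ss1 control transcript, the ratio of the 3' signal to the 5' signal was 17.4 in 57-4 anthers and 8.35 in Pima S-1 anthers, and 20.4 in 57-4 ovules and 4.18 in Pima S-1 ovules. The ratio of the ubq11 control was 11.7 against 5.64 in anthers and 14.5 against 7.46 in ovules, and that of the actin control was 15.2 against 9.20 and 21.1 against 11.8. All 6 comparisons had the higher ratio in 57-4. The bacterial and phage hybridization controls were brighter on the 57-4 arrays, with a median log2 ratio of 0.47 in anthers and 0.40 in ovules over 9 probe sets. Scaling the arrays on these controls lowers the log2 ratios of a tissue by that amount where both signals stay at 50 or over after the scaling.

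**Figure D1:**
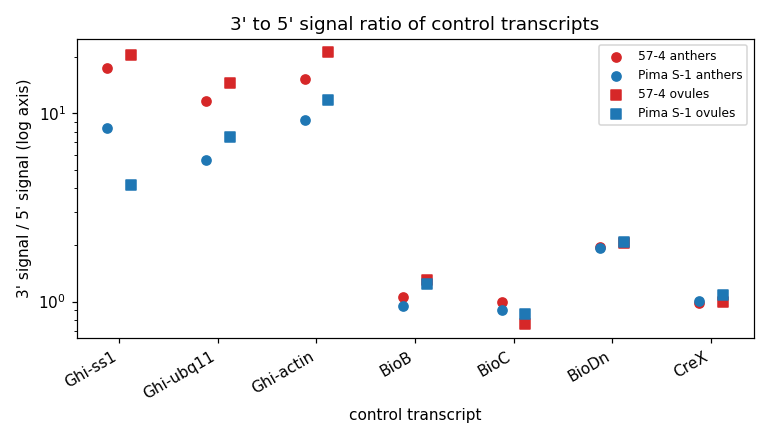
Ratio of the 3' signal to the 5' signal (log axis) of each control transcript whose signals were at least 50, with circles for anthers, squares for ovules, red for 57-4 and blue for Pima S-1. The cotton controls lie between 11.7 and 21.1 in 57-4 and between 4.18 and 11.8 in Pima S-1, while the hybridization controls lie close together.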

In this study, RNA from anthers and ovules of flowers at the 0 day post-anthesis (DPA) were extracted from both semigametic mutant 57-4 and its nonsemigametic natural isoline Pima S-1 and compared for transcriptome analysis using Affymetrix GeneChip Cotton Genome Array. The data were submitted to the GEO repository with the series entry number GSE27242 http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE27242. 284 genes in anthers and 1,864 genes in ovules were found to be differentially expressed in the semigametic genotype 57-4 compared to its non-semigametic isogenic line Pima S-1 (Additional file 1 and 2). Of the 284 differentially expressed genes identified in the semigametic anther tissue, 52 were up-regulated and 232 were down-regulated, while in semigametic ovule tissues 149 genes were up-regulated and 1,678 genes were down-regulated. 

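In anthers, the signal of a dehydration responsive element binding protein (DT462887), a transcription factor of the drought response, fell from 1759 in Pima S-1 to 76.6 in 57-4, a log2 ratio of -4.52. DRE-binding factor 2 (DT455621) had a log2 ratio of -2.69, a CCR4 associated factor of mRNA decay (CA992956) -2.75 and protein phosphatase 2C (DT463611) -2.30. Farnesyl pyrophosphate synthetase 1 (DT466688), which makes the precursor of sesquiterpenes, had a ratio of -2.86. Among the increased genes, a bHLH transcription factor (CO093025) rose from 85.3 to 687, a log2 ratio of 3.01, and an induced stolen tip protein TUB8 (DT051826) had a ratio of 2.00. In ovules, chalcone synthase (DT460560), the entry enzyme of flavonoid synthesis, fell from 5009 to 946 (log2 ratio -2.40), and an ankyrin repeat BTB/POZ protein (DW489795) had a ratio of -2.41. A spermidine synthase-like gene (DV849788) rose from 118 to 932 (2.99), a kinesin-like calmodulin binding protein (DW500209) had a ratio of 2.33 and WRKY transcription factor 2 (DT467159) 2.06, while another probe set with that description (DT463913) had -1.05. RHD2 (DT049218), named in the study's list for root hair defective, was at least 5.92-fold higher in 57-4 ovules. At least a 2-fold difference was found for 684 probe sets in anthers, 253 higher and 431 lower in 57-4, and for 1265 in ovules, 656 higher and 609 lower. With the arrays scaled on the hybridization controls the split was 40 higher and 1570 lower in anthers and 176 higher and 1516 lower in ovules, and with no floor on the signals it was 3295 and 2773 in anthers and 5443 and 2611 in ovules.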

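A signal of at least 50 was found for 14673 probe sets in 57-4 anthers and 13993 in Pima S-1 anthers, against 14028 in 57-4 ovules and 12411 in Pima S-1 ovules. Alcohol dehydrogenase A (CO122895), an enzyme of fermentation, was measured in anthers, where it fell from 537 in Pima S-1 to 106 in 57-4 (log2 ratio -2.34), while both ovule signals were under 50. A 5 kDa protein of photosystem II (DN780906) was measured in ovules, at 630.5 in 57-4 and 922 in Pima S-1, with both anther signals under 50.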

Since it is known that fewer genes are expressed in male gametes of plants [10], it is not surprising to see much few differentially expressed (DE) genes were identified when anthers were used. Because the *Se *gene appears to be expressed in both male and female gametophytes for maximum haploid production [8], both ovules and anthers were harvested for identifying genes that were consistently up- or down- regulated in both tissues. Out of the 2,067 total differentially expressed genes identified, 127 genes were found to be differentially expressed in both tissues, 115 of which were consistently differentially expressed, i.e., either up- or down- regulated, in both tissues (Additional file 3), which accounted for more than 40% of the DE genes identified in the anthers. For example, among 81 genes with the same GeneBank accession numbers in both tissues, most genes (77) were consistently down-regulated in both anther and ovule tissues of 57-4 and two genes were consistently up-regulated, while only two differentially expressed genes were inconsistent (i.e., up-regulated in one tissue, but down-regulated in another, or *vice versa*). 

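A protein disulfide isomerase (CO121107), which folds secreted proteins, had a log2 ratio of 57-4 to Pima S-1 of -1.67 in anthers and -1.91 in ovules. The ratios of a poly(A)-binding protein (CO089484) were -1.39 and -2.10, and those of an X-Pro dipeptidase-like protein (AI728599) were -1.53 and -1.89. DEAD-box RNA helicase 7 (DT558313) had a ratio of -1.38 in anthers and was at least 4.65-fold lower in ovules. The genes just named have names here through the study's anther list and are not on the ovule list used here. Part of their shared decrease thus follows from how they were chosen. Of 77 accessions found on both sheets of the study's combined list as held here, 74 were lower in both tissues in the deposited signals, 2 were higher in both and 1 went opposite ways. Of the 74, 28 were at least 2-fold lower in both tissues. The study placed these accessions on the list because they changed in these samples. Their direction here comes from the same arrays, so it is not independent evidence for the study's directions.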

The correlation of the log2 ratios between the two tissues based on the 81 genes was found to be highly significant (r = 0.51, P < 0.01). 

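Over the 77 accessions, Pearson's r between the anther and ovule log2 ratios was 0.48 in the deposited signals. Over the 13418 probe sets with a signal of at least 50 on an array of each tissue, Pearson's r was 0.26 and Spearman's rho was 0.27. Among them, alcohol dehydrogenase class-3 (AI729704), which clears formaldehyde, had a low ratio in both tissues, -1.56 in anthers and -1.83 in ovules. It too has a name here through the anther list only. The values of r and rho are correlations across genes, which are not independent replicates, so no p is given, and r takes the opposite sign if the ovule arrays are exchanged.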

The common differentially expressed genes identified in both tissues indicates common gene regulation mechanism in different tissues by the semigamy gene in cotton. It also demonstrated the reliability of the microarray technology used in the current study and also provided a greater confidence in our research results.

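Of all probe sets, 69 were at least 2-fold lower in 57-4 in both tissues and 23 were at least 2-fold higher in both. Independent lists among the 13418 probe sets measured in both tissues would share 17.4 lower and 9.12 higher. With no floor on the signals the direction of the split turned, with 569 lower and 1374 higher over all probe sets, against 301 and 746 expected. Among the 13418 it was then 145 lower and 192 higher, against 41.7 and 58.4 expected. The split was 459 lower and 1 higher with scaling on the hybridization controls, against 174 and 0.48 expected among the probe sets measured in that setting. It was 23 lower and 2 higher with the ovule columns exchanged, against 18.0 and 8.82 expected. With the ovule ratios lowered by their median gap to the study's log ratios, a choice made after the data were seen, it was 191 lower and 4 higher, against 85.3 and 0.999 expected. A MYB transcription factor (CO124179) was among the shared decreases, at -1.72 in anthers and -1.60 in ovules, as was a fasciclin-like arabinogalactan protein of the cell wall (DT550268), at -1.12 and -1.28. A further 23 probe sets were lower in anthers and higher in ovules, against 18.0 expected, and 2 were higher in anthers and lower in ovules, against 8.82 expected. The arrays of 57-4 and Pima S-1 had a Pearson's r of 0.975 in anthers and 0.967 in ovules over the log2 signals. The paper takes the genes changed in both tissues as a sign that the semigamy gene regulates genes in a common way in different tissues, and as showing that the arrays were reliable.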

The 127 common differentially expressed genes identified in semigametic anthers and ovules were then categorized based on their cellular function (Figure 1) and literature pertaining to their corresponding metabolic or biological pathways was analyzed. Several well characterized pathways, such as glycolysis/gluconeogenesis, carbon fixation in photosynthetic organisms and the tricarboxylic acid (TCA) cycle, were found to be affected in semigametic tissues (Table 1). Additionally, there were several differentially expressed genes related to hormone biosynthesis and response. Both 12-oxophytodienoate reductase [GeneBank: DT466538], which is involved in the biosynthesis of jasmonates, and the gibberellin response protein DELLA-GAI [GeneBank: DT468888] were found to be up-regulated in semigametic tissues. Conversely, an ethylene-responsive transcription factor [GeneBank: DT047349, AW186839], allene oxide synthase [GeneBank: DT047194] which also participates in jasmonate synthesis, and an auxin/indole acetic acid protein [GeneBank: DW517716, CA992726] were found to be down-regulated in semigametic tissues. In addition, (+)-δ-cadinene synthase [GeneBank: U23206, CO107110], which catalyzes the first step in gossypol synthesis in cotton, was found to be up-regulated in semigametic anthers and ovules. 

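Fructose-bisphosphate aldolase (CA993106), which splits hexose bisphosphate, was at least 3.08-fold higher in 57-4 anthers on 1 probe set and at least 2.65-fold higher on another. In ovules these probe sets had log2 ratios of 0.55 and 0.69. The aldolase AI054483 had a ratio of -0.71 in anthers and -0.68 in ovules, so each kept its direction in both tissues. The flavoprotein subunit of succinate dehydrogenase (DT570098) had a ratio of -1.34 in anthers and -1.41 in ovules, and glucose-6-phosphate isomerase (DT456471) had -0.26 in ovules. Phosphoglycerate kinase (DW481615) was under 50 on both anther arrays, and in ovules it was at least 1.39-fold lower. Of the study's glycolysis probe sets described here, 2 of 9 were at least 2-fold higher and 1 lower in anthers (median -0.53, which became 0.42 over single-transcript probe sets), and 0 of 11 higher and 2 lower in ovules (median -0.48). That 0.42 rests only on the aldolase CA993106, a bound, and glyceraldehyde 3-phosphate dehydrogenase AI055303. Of 10 described for the TCA cycle and pyruvate dehydrogenase, which include 2 probe sets of 3-isopropylmalate dehydrogenase matched by name only, 2 were lower in anthers (median -0.54), and 1 was higher and 1 lower in ovules (median -0.64). Those lower in anthers were DT570098 and a pyruvate dehydrogenase kinase (DT455946), at 29.1 in 57-4 and 132.9 in Pima S-1. The kinase is neither an enzyme of the cycle nor a subunit of pyruvate dehydrogenase. Succinate dehydrogenase CO122837, phosphoglycerate kinase DW498822 and pyruvate dehydrogenase DT570955, which the paper gives as decreased in ovules, were not tied to a probe set and are not in these counts. With scaling on the hybridization controls the medians were -1.00 in anthers and -0.85 in ovules for glycolysis, and -1.01 and -1.04 for the TCA cycle and pyruvate dehydrogenase. Cytochrome c oxidase (CA993773) was under 50 on all 4 arrays, with 41 in 57-4 ovules and 2.5 in Pima S-1 ovules, so no fold is given. Photosystem II 5 kDa protein (DN779665) had a ratio of 1.27 in anthers and -0.63 in ovules. A chlorophyll a/b binding protein precursor (CA993199), which gathers light for photosystem II, had ratios of 1.05 and 0.99, and oxygen-evolving enhancer protein 2 (CO093680) had 0.58 and -0.93. Oxygen-evolving enhancer protein 3 (DT458079) was at least 1.82-fold lower in anthers. Of the listed photosynthesis probe sets, 6 of 15 were at least 2-fold higher and 0 lower in anthers, with a median of 0.47 that became 0.00 with scaling on the hybridization controls and 1.30 over single-transcript probe sets, and all 14 in ovules were within 2-fold, with a median of -0.49.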

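Among ethylene genes in anthers, 7 of 11 listed probe sets were at least 2-fold lower in 57-4, with a median log2 ratio of -1.15 that became -2.14 over single-transcript probe sets. In ovules 1 of 11 was lower (median -0.34). The study's anther list holds 8 of these 11, against 4 of the 12 auxin and 2 of the 4 jasmonate probe sets. The hormone groups thus cannot be ranked by their decreases in anthers. The ethylene responsive element binding protein C4 (DR462212) fell from 2023 in Pima S-1 anthers to 458 in 57-4 anthers, while another probe set with that description (DW491719) had a ratio of -0.14 there. ACC synthase (DQ122174), which makes the ethylene precursor, had a ratio of -1.27 in anthers and 0.49 in ovules. ACC oxidase 1 (DQ116442), which makes ethylene itself, had ratios of 0.60 and 0.10. Of the listed auxin probe sets, 1 of 11 was higher and 1 lower in anthers (median -0.29), and 1 of 12 was higher and 0 lower in ovules (median -0.38, which became 0.24 over single-transcript probe sets). The auxin-induced bHLH transcription factor DT460896 was the higher one in ovules, with a ratio of 2.01. The gibberellin group has 3 probe sets, with 2 higher in anthers (median 1.70) and 1 higher in ovules (median 0.49, which became -0.14 with the ovule ratios lowered by their gap to the study's log ratios), among them a gibberellin regulated protein (DR460630) at 1.70 in anthers. The jasmonate group had a median of 1.51 over 3 probe sets in ovules, all at least 2-fold higher, which became 0.66 with a floor of 100 and 0.88 with the ratios lowered in that way. In anthers its median was 0.23 over 4 probe sets, all within 2-fold, which became -0.24 with scaling on the hybridization controls and -0.62 over single-transcript probe sets, where allene oxide synthase is the only member. All 3 jasmonate members measured in ovules were on the study's ovule list. Apart from 12-oxophytodienoate reductase they are described only as lipoxygenase (DN759923 and DT464580), which does not place them in jasmonate synthesis. DN759923 rose from 789.7 to 2243 in ovules. These groups hold only probe sets that the study had called in a tissue.

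**Figure D2:**
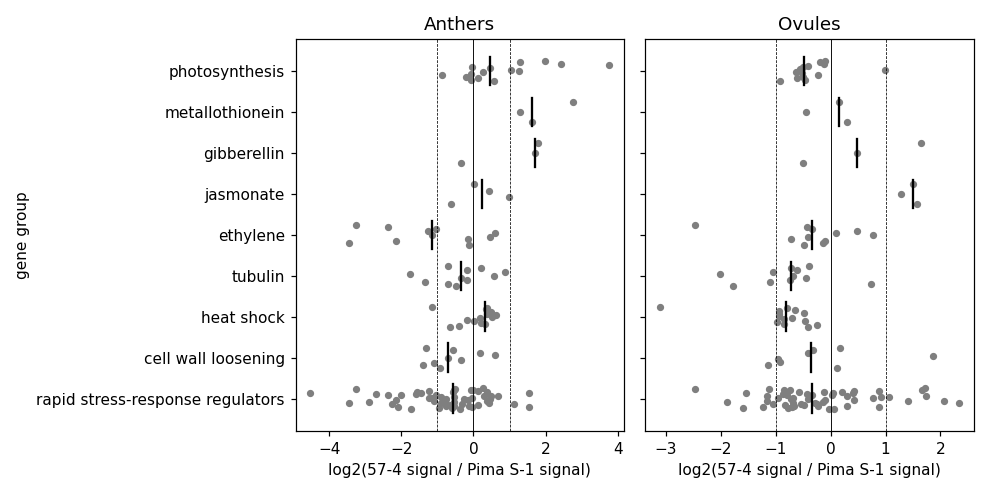
Log2 ratio of the 57-4 signal to the Pima S-1 signal for each probe set of 9 gene groups in anthers (left) and ovules (right), leaving out probe sets with both signals under 50; points are probe sets, short black lines group medians, and dashed lines mark 2-fold. The ethylene median is -1.15 in anthers and -0.34 in ovules, and the jasmonate median in anthers turns negative with scaling on the hybridization controls, as do the heat shock median in anthers and the metallothionein median in ovules.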

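The probe set of 12-oxophytodienoate reductase (DT466538) had a signal of 117 in 57-4 anthers and 59.1 in Pima S-1 anthers, a log2 ratio of 0.98. In ovules it was 158 and 53, a ratio of 1.57, so that the lower signal of each tissue was close to the limit of 50. DELLA protein GAI (DT468888), a repressor of gibberellin responses, rose from 159.5 to 556 in anthers (1.80) and from 304 to 954 in ovules (1.65). A second probe set described as DELLA protein GAI (DW235285) had ratios of -0.34 in anthers and -0.50 in ovules.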

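The ethylene-responsive transcription factor 5 (DT047349) fell from 1233 in Pima S-1 anthers to 113 in 57-4 anthers, a log2 ratio of -3.45, while in ovules its ratio was -0.13. Another probe set with that description (DT463517) had ratios of -1.15 in anthers and 0.77 in ovules. ERF017 (DT049130), another factor of this family, was at least 9.65-fold lower in 57-4 anthers and had a ratio of -2.47 in ovules, and its second probe set (DN758194) had -2.37 and -0.44. AP2/EREBP factor ERF-2 (DN758410) was at least 7.49-fold lower in anthers and at least 3.70-fold lower in ovules, while another probe set with that description (CO085293) had ratios of -0.04 and -0.71. Allene oxide synthase (DT047194) had a signal of 79.6 in 57-4 anthers and 122 in Pima S-1 anthers, a ratio of -0.62, and both ovule signals were under 50. The Aux/IAA protein DW517716, a repressor of auxin responses, fell from 654 to 158 in anthers (-2.05) and had a ratio of -0.62 in ovules. The accessions AW186839 and CA992726 were not tied to a probe set and are not analysed here.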

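The (+)-δ-cadinene synthase isozyme XC1 (CO107110) was at least 2.24-fold higher in 57-4 ovules, from signals of 112 and 19.7, and was under 50 on both anther arrays. The isozyme XC14 (U23205) was at least 1.20-fold higher in 57-4 anthers, and in ovules its signals were 4904 in 57-4 and 4946 in Pima S-1, a log2 ratio of -0.01. With the farnesyl pyrophosphate synthases that supply its substrate, the 4 probe sets the study lists had medians of -0.63 in anthers, with 1 of 3 at least 2-fold lower, and -0.11 in ovules, with 1 of 4 higher. The anther median became 0.00 with a floor of 100, -1.98 with scaling on the hybridization controls and -2.23 with no floor, and the ovule median 1.17 over single-transcript probe sets, where XC1 is the one member. The accession U23206 was not tied to a probe set and is not analysed here.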

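Among the microtubule genes, beta-tubulin 8 (CO124872) was at least 2.52-fold lower in 57-4 anthers and had a log2 ratio of -1.10 in ovules. A probe set described as tubulin (DW507015) was at least 3.40-fold lower in anthers and fell from 282 to 69.7 in ovules (-2.02). Tubulin beta-1 (CO124765) had a ratio of -0.47 in anthers and -1.78 in ovules, and beta-tubulin 1 (DW516614) had 0.56 and -0.69. The alpha-tubulin DT052122 had ratios of 0.21 in anthers and -0.72 in ovules. Of the 11 tubulin probe sets that the study called in a tissue and that are described here, 2 were at least 2-fold lower in anthers and 4 in ovules, with medians of -0.36 and -0.72, and none was at least 2-fold higher in either, while over single-transcript probe sets the anther median was 0.39. Beta-tubulin 3 (DT557030), which the paper gives as decreased in ovules, was not tied to a probe set and is not counted. The accessions CO124756 and DT507015, which the paper's text prints where its Table 1 has CO124765 and DW507015, were not tied to a probe set and are not analysed here.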

Another common finding was the down-regulation of cytoskeletal proteins, such as α-tubulin [GeneBank: DT052122] and β-tubulin [GeneBank: CO124756, DW516614, DT507015] in semigametic tissues. However, genes homologous to actin were found to be up-regulated in semigametic anthers but down-regulated in semigametic ovules. 

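The actin DN759693, a filament protein, rose from 88.2 in Pima S-1 anthers to 255 in 57-4 anthers, a log2 ratio of 1.53, and had a ratio of -0.30 in ovules. Another actin (CO084889) had ratios of -0.55 in anthers and -0.80 in ovules, and a further probe set (CO127458) had -0.58 and -0.72. An actin depolymerizing factor (DW516052), which severs filaments, had ratios of 0.02 and -0.57. Of 7 actin and actin-binding probe sets called by the study, 1 was at least 2-fold higher in anthers and none in ovules, with medians of -0.22 and -0.57.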

There were also several genes related to oxidative stress, such as iron superoxide dismutase (SOD) [GeneBank: DQ088821] and Cu/Zn SOD [GeneBank: DQ088818, DQ120514], identified as down-regulated in semigametic tissues.

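Iron SOD (DQ088821), which removes superoxide, was at least 1.59-fold lower in 57-4 anthers and at least 2.53-fold lower in ovules, and both of its 57-4 signals were under 50. The cytosolic Cu/Zn SOD (DQ088818) had a signal of 5826 in 57-4 ovules and 9639 in Pima S-1 ovules, a log2 ratio of -0.73, and a ratio of -0.14 in anthers. The chloroplast Cu/Zn SOD (DQ120514) had ratios of -0.45 in ovules and 0.23 in anthers, the latter negative with scaling on the hybridization controls. Cytosolic ascorbate peroxidase 1 (DT051416), which removes hydrogen peroxide, had a ratio of -0.77 in ovules, and catalase isozyme 1 (CO126268) had -0.42. Of the antioxidant probe sets that the study called, 2 of 22 were at least 2-fold lower and 1 higher in ovules (median -0.63), and 4 of 21 were lower and 0 higher in anthers (median -0.14). Those lower in anthers were nucleobase-ascorbate transporter 6 (DN826313, -1.56, and DW494200, -1.18), L-ascorbate oxidase (DW520074, -1.12) and alcohol dehydrogenase class-3 (AI729704, -1.56). None of them is an SOD, peroxidase, catalase or reductase. In ovules the lower ones were iron SOD and alcohol dehydrogenase class-3.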

**Figure 1:**
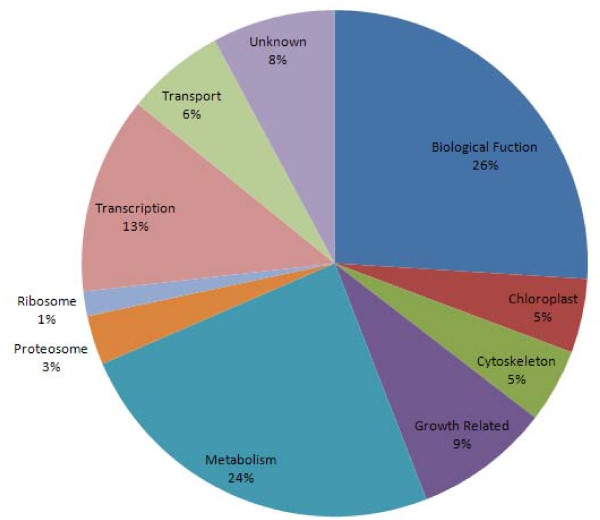
**Distribution of commonly differentially expressed genes in semigametic anthers and ovules based on cellular function**.

**Table 1:** Noteworthy differentially expressed genes identified in semigametic tissues.

Category	Gene	Log_2 _Signal Anthers	Log_2 _Signal Ovules	GeneBank ID
Glycolysis and TCA	Fructose-bisphosphate aldolase	2.3	-1.5	CA993106/AI054483

	Succinate dehydrogenase	-1.0	-2.3	DT570098/CO122837

	Phosphoglycerate kinase	-1.3	-2.2	DW481615/DW498822

	Glucose-6-isomerase	-	-1.1	DT456471

	Pyruvate dehydrogenase subunit E1	-	-2.1	DT570955

				

Photosynthesis	Oxygen-evolving enhancer protein	-3.6	-1.3	DT458079/CO093680

	Rubisco small subunit precursor	3.5	-1.1	DN780767/CO496683

	Rubisco activase 1	1.8	-	AF329934

	Rubisco activase 2	1.6	-	DQ233255

	Chlorophyll A/B binding protein	1.1	-1.5	CA992778

	Cytochrome b5	-1.3	-1.3	CO085819/DT047754

	Cytochrome c oxidase	-	3.2	CA993773

				

Metabolism	(+)-δ-cadinene synthase	1.4	1.4	U23205/CO107110

	Phosphoethanolamine N-methyltransferase	-1.1	-1.3	DW225135

				

Cytoskeleton	α-Tubulin	-	-1.5	DT052122

	Actin	1.0	-1.4	DN759693/CO084889

	β-Tubulin 1	-1.0	-1.5	CO124765/DW516614

	β-Tubulin 3	-	-2.1	DT557030

	β-Tubulin 8	-1.1	-	CO124872

	Tubulin	-1.4	-2.4	DW507015

				

Hormone-related	12-oxophytodienoate reductase	1.1	1.2	DT466538

	Allene oxide synthase	-1.2	-	DT047194

	DELLA protein GAI	1.3	1.1	DT468888

	Ethylene-responsive transcription factor 5	-2.5	-2.2	DT047349/AW186839

	Ethylene-responsive transcription factor ERF017	-5.0	-2.2	DT049130

	Auxin/Indole acetic acid protein	-2.0	-2.0	DW517716/CA992726

	Auxin repressed protein	-	-1.1	CO127792

	ACC synthase	-1.2	-	DQ122174

	ACC oxidase	1.0	-	DQ116442

				

SOD-related	FeSOD	-1.9	-1.9	DQ088821

	Cytosol Cu/Zn SOD	-	-1.4	DQ088818

	Chloroplast Cu/Zn SOD	-	-1.1	DQ120514

Dashes designate that the gene was not found to be differentially expressed through microarray analysis

### Quantitative reverse transcription PCR

Initially, the six most up-regulated and down-regulated genes identified in semigametic tissues by microarray were chosen for confirmation using qRT-PCR (Table 2 and 3). 

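Histone H1-III (CA993040), a linker histone that packs chromatin, rose from 183 in Pima S-1 anthers to 1036 in 57-4 anthers, a log2 ratio of 2.50, and had a ratio of 0.23 in ovules. The high molecular weight heat shock protein (DN780720), a chaperone, fell from 2452 in Pima S-1 ovules to 286 in 57-4 ovules (-3.10) and had a ratio of -1.14 in anthers. The probe set that the study describes as TFIID (DW499242), from a partial match, and whose title in its anther list is an allergen V5/Tpx-1-related family protein, was at least 1.70-fold higher in 57-4 anthers and had a ratio of -0.14 in ovules. The paper's accession of 60S acidic ribosomal protein P1 (DT468502) was not tied to a probe set and is not analysed here. Among 7 probe sets of histones and histone-modifying enzymes called by the study, 1 was at least 2-fold higher in anthers, with a median of -0.04 that became 0.02 with quantile normalization, and 2 were lower in ovules, with a median of -0.46.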

Of the twelve total reactions, seven including transcription initiation factor TFIID (SeRT 05), 60S acidic ribosomal protein P1 (SeRT 11) and β-Tubulin 8 (SeRT 19) in anthers as well as histone H1-III (SeRT 04) and high MW heat shock protein (SeRT 14) in both anthers and ovules, produced significantly different results between the two isogenic genotypes (Figure 2). The statistically significant qRT-PCR results are listed in Table 2.

**Table 2:** Statistically significant qRT-PCR results.

Target Gene	Tissue	qRT-PCR Result	Microarray Result
Histone H1-III	Anthers	2.0-fold increase	6.5-fold increase

Histone H1-III	Ovules	1.6-fold increase	-

β-Tubulin	Anthers	1.8-fold decrease	2.6-fold decrease

High MW heat shock protein	Anthers	1.8-fold decrease	2.8-fold decrease

High MW heat shock protein	Ovules	5.0-fold decrease	12.1-fold decrease

Transcription initiation factor TFIID	Anthers	1.4-fold increase	6.5-fold increase

Rubisco activase 1	Anthers	1.7-fold increase	3.5-fold increase

Rubisco activase 1	Ovules	5.7-fold increase	-

Rubisco activase 2	Anthers	2.3-fold decrease	3.0-fold increase

Rubisco activase 2	Ovules	1.1-fold decrease	-

Rubisco small subunit precursor	Ovules	1.1-fold decrease	2.1-fold decrease

The dashes designate that the gene was not found to be differentially expressed via microarray analysis.

**Table 3:** Results for each gene analyzed using qRT-PCR

Primer Name	Target Gene	Tissue	PS-1 Expression	57-4 Expression
SeRT 04	Histone H1-III	Anthers	1.000 ± 0.119	2.222 ± 0.194
		
		Ovules	1.000 ± 0.081	1.632 ± 0.187

SeRT 05	Transcription initiation factor TFIID	Anthers	1.000 ± 0.158	1.374 ± 0.100
		
		Ovules	1.000 ± 0.149	1.076 ± 0.170

SeRT 11	60S acidic ribosomal protein P1	Anthers	1.000 ± 0.066	1.632 ± 0.073
		
		Ovules	1.000 ± 0.108	0.960 ± 0.061

SeRT 13	E3 ubiquitin-protein ligase	Anthers	1.000 ± 0.143	1.076 ± 0.151
		
		Ovules	1.000 ± 0.077	0.954 ± 0.103

SeRT 14	High MW heat shock protein	Anthers	1.000 ± 0.048	0.552 ± 0.199
		
		Ovules	1.000 ± 0.049	0.201 ± 0.017

SeRT 19	β-Tubulin 8	Anthers	1.000 ± 0.094	0.542 ± 0.077
		
		Ovules	1.000 ± 0.061	0.978 ± 0.099

RBC 01	Rubisco activase 1	Anthers	1.000 ± 0.089	1.674 ± 0.247
		
		Ovules	1.000 ± 0.138	5.745 ± 0.601

RBC 02	Rubisco activase 2	Anthers	1.000 ± 0.027	0.434 ± 0.018
		
		Ovules	1.000 ± 0.017	0.950 ± 0.013

RBC SmSub	Rubisco small subunit precursor	Anthers	1.000 ± 0.074	0.861 ± 0.077
	
		Ovules	1.000 ± 0.026	0.885 ± 0.056

**Figure 2:**
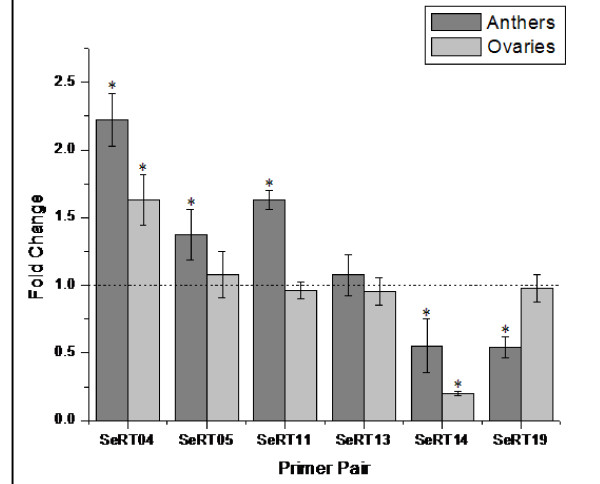
**qRT-PCR results**. SeRT04-Histone H1-III, SeRT05-Transcription initiation factor TFIID, SeRT11-60S acidic ribosomal protein, SeRT13-E3 ubiquitin-protein ligase, SeRT14-High MW heat shock protein, SeRT19-Tubulin beta-8. The dashed line represents gene expression in non-semigametic Pima S-1 (PS-1) tissues. Asterisks (*) indicate that the result was statistically significant between the two genotypes.

Previous studies have shown that the rate of photosynthesis, specifically carbon dioxide (CO_2_) fixation, is markedly decreased in semigametic 57-4 cotton plants in comparison to its non-semigametic isoline Pima S-1 [8]. In plants and photosynthetic bacteria, the enzyme Ribulose-1,5-bisphosphate carboxylase/oxygenase (Rubisco) catalyzes the first step in photosynthetic CO_2 _assimilation and is the overall rate limiting step of photosynthesis [11]. As a preliminary probe into any effects of semigamy on the photosynthetic pathways, three differentially expressed Rubisco genes identified via microarray analysis, Rubisco activase 1 [GeneBank: AF329934], Rubisco activase 2 [GeneBank: DQ233255], and a Rubisco small subunit precursor [GeneBank: DN780767], were used to perform six qRT-PCR reactions to study the expression of Rubisco in semigametic versus non-semigametic anther and ovule tissues. The results of the reactions are presented in Figure 3. Of the six total reactions, five were found to be statistically significant (Table 2). Rubisco activase 1 was found to be up-regulated in both semigametic anthers and ovules, mirroring the expression found during microarray analysis. However, expression of Rubisco activase 2 was found to be down-regulated in both semigametic tissues, contrary to what was found in the microarray results, while there was consistent down-regulation of the Rubisco small subunit precursor in semigametic ovules in both the qRT-PCR and microarray results.

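Rubisco activase 1 (AF329934), which keeps Rubisco in its active form, had a signal of 198 in 57-4 anthers and 50 in Pima S-1 anthers, a log2 ratio of 1.98, and both ovule signals were under 50. Rubisco activase 2 (DQ233255) had a ratio of 1.30 in anthers and -0.10 in ovules. The small subunit precursor DN780767 rose from 120.1 in Pima S-1 anthers to 1616 in 57-4 anthers, a ratio of 3.75, while its ovule signals were 1515 and 1399 (-0.12). A second small subunit probe set (CA994331) had ratios of 2.44 in anthers and -0.20 in ovules. The small subunit CO496683 was brighter, at 3902 in 57-4 anthers and 2817 in Pima S-1 anthers, and its ovule ratio was -0.51. By the paper's qRT-PCR, which was not analysed here, 57-4 anthers had more activase 1 and less activase 2. The paper does not list the small subunit as significantly different in anthers, so the array increases of DN780767 and activase 2 were not seen there.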

**Figure 3:**
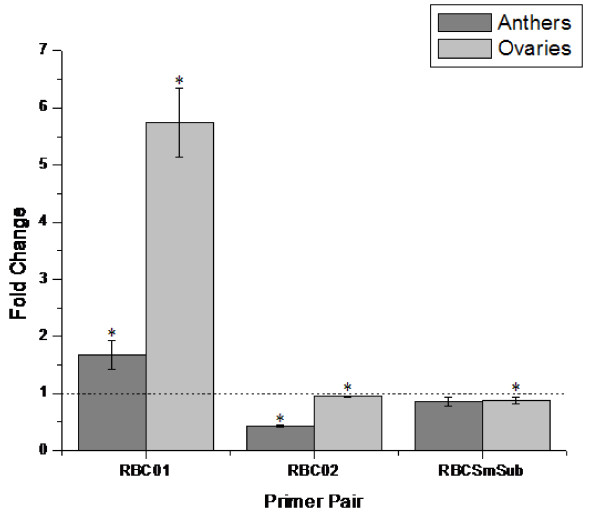
**qRT-PCR results for Rubisco-related target genes**. RBC01-Rubisco activase 1, RBC02-Rubisco activase 2, RBCSmSub-Rubisco smallchain chloroplast precursor. The dashed line represents gene expression in non-semigametic Pima S-1 (PS-1) tissues. Asterisks (*) indicate that the result was statistically significant between the two genotypes.

## Discussion

While there are a few microarray platforms for cotton available, we decided to use Affymetrix GeneChip Cotton Genome Array for our studies due to its technical robustness and use of multiple probes for a single gene (a total of 239,777 probe sets representing 21,854 cotton transcripts). Since 57-4 was a natural doubled haploid mutant isolated from Pima S-1, both are natural isogenic lines. A comparison between the two genotypes allows for the identification of genetic and molecular differences that may be further traced to the semigametic gene itself. For example, Zhang and Stewart (2005) reported that 57-4 had significantly reduced photosynthetic rate and chlorophyll content, shorter fiber length and higher micronaire (i.e., courser fiber), compared with Pima S-1 [8]. In this study, 284 genes in anthers and 1,864 genes in ovules were identified as being differentially expressed in the semigametic genotype 57-4 relative to Pima S-1. Although the list of common differentially expressed genes in semigametic tissues is too large to analyze individually and one of them may be the semigamy gene itself the limitation of the current microarray analysis did not allow pinpointing of the semigamy gene. However, there were several interesting genes in the group that deserve a closer examination. It should also be pointed out that 17 of the differentially expressed genes identified in our previous differential display study [12] were also identified in our current microarray analysis, further confirming the corroboration between the two gene expression technologies. Once again, it is currently unclear whether one of the genes is the semigamy gene without a completion of genetic and physical map-based cloning of the *Se *gene.

### Choline production and response to environmental stress

In plants, the metabolite choline is of vital importance because it is used to synthesize phosphatidylcholine, a major membrane lipid. Additionally, in some plant species choline is oxidized to glycine betaine, which acts as a potent osmoprotectant that confers tolerance to high salinity, drought and other environmental stresses [13]. Phosphoethanolamine N-methyltransferase is a key enzyme which catalyzes the steps necessary to convert phosphoethanolamine to phosphocholine. Recent studies have shown that silencing of phosphoethanolamine N-methyltransferase in *Arabidopsis thaliana *resulted in abnormal growth and temperature-sensitive male sterility, which was attributed to failure to produce functional pollen [13,14]. This finding bodes well with a previous differential display study comparing gene expression between semigametic 57-4 and non-semigametic Pima S-1, which also identified phosphoethanolamine N-methyltransferase as being down-regulated in semigametic tissues [12]. 

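Phosphoethanolamine N-methyltransferase (DW225135) had a signal of 82.3 in 57-4 anthers and 175 in Pima S-1 anthers, a log2 ratio of -1.09. In ovules it was at least 1.65-fold lower in 57-4, where its signal of 41 was under 50.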

While down-regulation of phosphoethanolamine N-methyltransferase is likely to result in decreased choline and phosphotidylcholine levels, it may also result in lower levels of glycine betaine, which would render semigametic plants more susceptible to high soil salinity and other environmental stressors, such as reactive oxygen species. According to a previous study, some phosphoethanolamine N-methyltransferase mutants exhibited pale green leaf color when subjected to high salinity [14], which may indicate a decrease in leaf chlorophyll levels. A more recent study into the effects of salt stress on cotton revealed that the rate of photosynthesis and the activity of Rubisco decreased as salinity increased [15]. In cotton, Zhang and Stewart [8] noted that the chlorophyll content as well as the rate of photosynthesis is markedly reduced in semigametic cotton plants. Furthermore, the rate of photosynthesis, especially CO_2 _fixation, can be severely affected by reactive oxygen species, such as the superoxide radical, hydrogen peroxide, and the hydroxyl radical [16].

### Production of and response to plant hormones

Ethylene is a potent plant hormone that regulates many aspects of plant growth and development, such as fruit and flower maturation as well as other physiological effects associated with aging [17]. In cotton, production of ethylene has been shown to be one of the most significantly up-regulated biochemical pathways during fiber cell elongation and it was found that exogenously applied ethylene promoted robust fiber cell elongation, whereas its biosynthetic inhibitor L-(2-aminoethoxyvinyl)-glycine reduced fiber length [18]. The down-regulation of an ethylene responsive transcription factor identified in the semigametic tissues may have an adverse effect on ethylene production and a decrease in ethylene production in turn could result in the production of shorter, coarser fibers previously observed in the semigametic cotton 57-4 in comparison to Pima S-1 [8]. However, their relationship with respect to semigamy is currently unknown.

The hormone gibberellin has an important role in plant development and growth as well as signal transduction pathways which influence gene expression and plant morphology [19]. Gibberellic acid signaling has been shown to be a de-repressible system controlled by DELLA proteins [20]. DELLA proteins act as transcriptional modulators which repress response to gibberellins. In semigametic tissues, a gibberellic acid insensitive DELLA (DELLA-GAI) protein was found to be up-regulated in both anthers and ovules. Previously, genetically engineered apple trees containing an Arabidopsis *gai *gene exhibited a dwarfed phenotype [21] similar to the shorter statue observed in semigametic 57-4 cotton plants in comparison to Pima S-1 [8]. Gibberellic acid was also shown to induce expression of xyloglucan endotransglycosylase and expansin gene during fiber cell elongation in cotton [22]. Both xyloglucan endotransglycosylase and several expansins were found to be down-regulated in semigametic tissues, signifying that gibberellins may play some part in the semigamy phenotype.

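Xyloglucan endotransglycosylase, which cuts and rejoins wall polymers, had a log2 ratio of -1.33 in anthers on the probe set DT459646, and 0.19 in anthers and -0.41 in ovules on DR455660. The probe set CO073294 was at least 1.28-fold lower in 57-4 anthers. An endo-xyloglucan transferase (DN826143) rose from 368 in Pima S-1 ovules to 1336 in 57-4 ovules, a ratio of 1.86. Among the alpha-expansins, which loosen the wall, CO122608 had ratios of -1.39 in anthers and -1.14 in ovules, and CO122609 had -1.09 and -0.93. The others were within 2-fold, with ratios of -0.92 in anthers and 0.12 in ovules for CO086920, -0.57 and -0.32 for alpha-expansin 4 (DR455901), and -0.70 and -0.95 for DW236303. Of the expansin and xyloglucan probe sets called by the study, 3 of 9 were at least 2-fold lower in anthers (median -0.70), and 1 of 8 was lower and 1 higher in ovules (median -0.37, which became 0.17 over single-transcript probe sets). That 0.17 is the bound of DT459646, the only such member measured in ovules.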

Jasmonates are a class of plant hormone that play a key role in the regulation of reproduction, metabolism, response to abiotic stress, and defense responses against pathogens and insects [23]. Biosynthesis of jasmonates has also been shown to be of critical importance in pollen maturation and dehiscence. Previous studies have shown that knock-out mutants of allene oxide synthase, the first committed step in jasmonate synthesis result in male sterility [23,24]. Additionally, a mutant of 12-oxophytodienoate reductase was also shown to be male-sterile due to lack of jasmonic acid synthesis [25]. In semigametic anthers, allene oxide synthase was identified as down-regulated while 12-oxophytodienoate reductase was found to be up-regulated in both semigametic anthers and ovules. While both of these genes are interesting due to the fact that they can result in male sterility, the role of jasmonates in semigamy is currently unknown.

### Cytoskeletal components

Cytoskeleton plays an important critical role in plant growth and development through regulating an array of fundamental cellular processes such as cell division, cell expansion, organelle motility and vesicle trafficking. While the mechanism of movement of the sperm cells to the egg and central cell during double fertilization remains largely unknown, previous studies have shown that reorganization of the cytoskeleton may play a key role in the transport process. In studying the process of double fertilization in *Nicotiana tabacum*, Huang and Russell [26] noted dramatic changes in cytoskeletal reorganization. It has been postulated that abundant actin in the embryo sac, also called actin coronas, plays a key role in aligning the male gametes to their target cells and facilitating gametic fusion [26-28]. In our microarray analyses, several genes homologous to tubulins were found to be down-regulated in semigametic tissues and actin was found to be down-regulated in semigametic ovules but up-regulated in semigametic anthers (Table 1). The down-regulation of actin in semigametic ovules may cause the misalignment of the sperm cell and inhibition of sperm movement. Even though the function of microtubules in double fertilization is minor, their involvement in the process of semigamy in cotton is currently unknown. In addition, the mechanism by which the sperm nucleus migrates to the egg nucleus once it has penetrated the egg cell still remains enigmatic.

### Biosynthesis of gossypol

This study revealed that delta-cadinene synthase was up-regulated in both anther and ovule tissues of 57-4 as compared to these of Pima S-1. Delta-cadinene synthase is the first committed step in a multi-enzyme process leading to the production of gossypol, a polyphenolic yellow pigment produced by most cotton species that acts as a natural insecticide [29]. Gossypol is a chiral compound due to restricted rotation between the naphthalene ring systems, with the (-)-enantiomer being more biologically active than the (+)-enantiomer. Previous studies have shown that Pima cotton (*G. barbadense*) produces more of the biologically active (-)-enantiomer than the majority of other cotton species; these of the species produce more of the biologically inert (+)-enantiomer than *G. barbadense *[30,31]. The compound has great pharmacological interest due to its potential as an anti-cancer agent and for its male contraceptive abilities [29]. In human spermatozoa, gossypol was shown to inhibit the motility of sperm cells through a dose dependent mechanism [32]. Upon a closer examination, it was found that gossypol can inhibit enzymes of glycolysis and the TCA cycle, severely crippling energy metabolism and ATP production. Additional studies have shown that gossypol binds tubulin monomers non-covalently such that they cannot participate in microtubule polymerization [33]. As previously mentioned, microtubules may play a key role in transporting the sperm nucleus to the egg nucleus during karyogamy. Thus inability to form complete microtubules may inhibit karyogamy from occurring during fertilization. During our microarray analyses, several genes homologous to actin and tubulins were found to be down-regulated in semigametic tissues (Table 1). In yet another study into the effects of gossypol on a photosynthetic protist *Dunaliella bioculata*, it was noted that the motility of the flagellated protist dropped as expected, however the authors also noted a significant decline in cellular respiration and the rate of photosynthesis [34]. This finding correlates well with the observations of Zhang and Stewart [8] in semigametic cotton. Lastly, Kennedy et al. [35] observed that addition of gossypol to spermatozoa prevented the sperm from penetrating denuded hamster oocytes. Upon further analysis, they discerned that gossypol's inhibition of the autoproteolytic conversion of proacrosin to acrosin results in its contraceptive ability. This observation is particularly interesting when considering semigamy in cotton where the egg does not fuse with the sperm during fertilization. Although reproductive mechanisms in plants and animals are distinctive in many ways, there are also many common molecular processes [36]. If a system homologous to the proacrosin-acrosin system in animals were to exist in plants, the effect of gossypol may very well explain the lack of nuclear fusion between sperm and egg nuclei in semigamy. While the increased expression of delta-cadinene synthase (as it correlates with gossypol concentration) may explain many of the observed phenotypic traits associated with semigamy, a more focused study of the two active gland loci, *Gl*_*2 *_and *Gl*_*3*_, or other genes/alleles and their relationship to semigamy should be performed through gene expression studies and molecular marker analysis. Furthermore, the actual levels of gossypol, as well as the ratio of the two enantiomers, should be temporally and spatially measured in semigametic ovules and seeds relative to non-semigametic cotton.

## Conclusion

To our knowledge this is the first report using microarray technology and qRT-PCR associated with semigamy in cotton. In this study, over 2,000 differentially expressed genes associated with semigamy were identified with 127 of those genes being commonly differentially expressed in both semigametic anthers and ovules. Several important metabolic pathways affected by differentially expressed genes in the semigametic genotype have been identified and described in detail. And while these genes are not likely to be the semigamy gene itself, the effects associated with over-expressing or under-expressing their gene products do mimic phenotypic traits observed in semigametic plants. As a result, a more in-depth future analysis of their expression and regulation with respect to semigamy is necessary.

## Methods

### Plant materials and RNA isolation

Anther and ovule tissues from Pima S-1 (also designated PS-1), a normal, non-semigametic yet obsolete G. barbadense cultivar, and Pima 57-4, its naturally occurring semigametic mutant were used. Both genotypes were grown in a greenhouse in peat pots and transplanted to the field a month later. The experimental design was a paired comparison with three replicates and the plot size was single row × 40 ft long. Seeding rate was 3 seed/ft and crop production was managed as recommended locally. Anther and ovule tissues from 10 flowers were collected for each replicate of each genotype at zero days postanthesis (0 DPA) and placed in liquid nitrogen immediately and stored at -80°C. Total RNA from collected anthers and ovules was isolated using a previously described hot borate method [37]. RNA yield and quality were determined by absorbance spectra at 260 and 280 nm using a DU 530 UV/VIS spectrophotometer (Beckman Coulter, Brea, CA). After quantification, the RNA was cleaned using an RNeasy MinElute Cleanup kit (Qiagen, Valencia, CA). RNA was stored at -80°C until used.

### Microarrays and data analysis

For the microarray experiments, RNA was pooled in an equal molar ratio from the three biological replicates based on tissue and genotype. 2 mg cleaned total RNA from each of the four samples, semigametic anthers and ovules as well as non-semigametic anthers and ovules, and Affymetrix GeneChips^© ^Cotton Genome Array (Santa Clara, CA) were sent to Genome Explorations (Memphis, TN) for hybridization and preliminary data analysis. A pair-wise comparison between semigametic 57-4 and non-semigametic Pima S-1 tissues was conducted for both anther and ovule samples in order to identify differentially expressed genes. Using the Affymetrix GeneChip Operating Software the relative mean signal, detection calls, signal log ratios and change calls are independently calculated using four different algorithms for each probe set [38]. Excel files with statistically relevant up-regulated and down-regulated genes and their signal Log_2 _ratios were provided by Genome Explorations.

The sequences of differentially expressed genes identified by the microarray experiments were collected from NCBI GeneBank [39] and compared them to known sequences from Cotton Gene Index [40] using the Basic Local Alignment Search Tool (BLAST) to determine if there was any significant homology to known gene products. The results of the BLAST search were then sorted based on gene function to identify common differentially expressed genes in both semigametic anther and ovule tissue.

### Quantitative reverse transcription PCR

Nine differentially expressed genes were selected based on the microarray results (i.e., 2-12 fold changes) and putative gene functions were selected and analyzed using real-time quantitative RT-PCR. Initially, the total RNA for each sample was quantified using a DU 530 UV/VIS spectrophotometer (Beckman Coulter, Brea, CA). The total RNA was then diluted 5-fold with sterile molecular biology grade water (Promega, Madison, WI) to concentrations of 20 ng/μL, 4 ng/μL, and 800 pg/μL. Real-time PCR assays for each target gene were performed in triplicate for each of the aforementioned concentrations of total RNA, no reverse transcriptase and no template controls on a Bio-Rad iQ5 Thermal Cycler (Hercules, CA). One-step RT-PCR reactions of 20 μL volume containing 10 μL EXPRESS SYBR GreenER qPCR SuperMix Universal (Invitrogen, Carlsbad, CA), 20 nM Fluorescein reference dye (Invitrogen, Carlsbad, CA), 0.5 μL EXPRESS SuperScript Reverse Transcriptase (Invitrogen, Carlsbad, CA), 0.2 μM forward and reverse primers, 1.5 μL RNA template and 3.2 μL sterile water (Promega, Madison, WI). Reactions were run using the pre-set one-step RT-PCR with melt curve program, the cycling parameters of which were 50°C for 10 min., 95°C for 5 min., followed by 45 cycles of 95°C for 10 sec. and 60°C for 30 sec., and ending with the melt curve program. Gene expression and statistical analysis (Table 3) was performed using the Bio-Rad iQ5 optical system software utilizing relative quantification as described in the iQ5 system software instruction manual (Bio-Rad, Hercules, CA).

## Author's contributions

JZ and JMcDS conceived the study, and JZ supervised the project, revised the manuscript and finalized the paper. LRU conducted RNA isolation for microarray analysis. JC conducted the analyses and qRT-PCR, and drafted the manuscript. All authors contributed to the manuscript preparation, and read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Raw microarray data for semigametic anthers**. Click here for file

Additional file 2 **Raw microarray data for semigametic ovules**. Click here for file

Additional file 3 **BLAST results for all differentially expressed genes in semigametic anthers and ovules**. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

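Signals were measured in anthers and ovules at 0 DPA of 57-4 and Pima S-1, on 4 arrays, each with RNA pooled from 3 biological replicates of 10 flowers. The deposited values are intensities, MAS5 signals of the authors' Affymetrix software, whose version is not given in the paper's text, each array scaled to a common mean after the lowest and highest 2% of values were left out. The table holds 24132 probe sets, of which 103 controls were left out of the counts and used only as controls. Signals under 50 were set to 50, and the log2 ratio of 57-4 to Pima S-1 was taken within each tissue. A probe set was counted when its log2 ratio was at least 1 or at most -1. Where the dimmer signal was under 50 the fold is a lower bound, and where both were under 50 no fold is given. There is 1 array per condition, so no test within a tissue and no standard deviation among replicates could be computed, and the number of arrays limits the precision. A fit of the genotype over both tissues, with tissue as a block, leaves 1 residual degree of freedom and was not run. As a yardstick, called the comparison spread, the SD of the gap between the deposited anther ratios and the study's listed log ratios was used, 0.31 over 140 probe sets with both signals over 100. Both ratios come from the same anther arrays, so this SD measures how far the computations differ, not variation between hybridizations. It was also applied to ovules.

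No annotation of the whole array was used, and product names were taken from the study's Additional files, which describe 1439 probe sets, all called by the study. The ovule table of signals held here has 1414 probe sets and the ovule sheet of the combined list has 1602, so no overlap or enrichment was computed against them beyond the 77 accessions reported. Genes are named by a rule set before the data were examined: every gene the paper names with a GenBank accession tied to a probe set, and in each tissue and direction the 10 described probe sets with the largest log2 ratio among those with a brighter signal of at least 200. The ovule list held has no log ratio below -1.6. A stronger ovule decrease could be named only where the study also listed the gene in anthers, so the named ovule decreases favour genes lower in both tissues. Values in the paper's tables had been seen when that rule was set, and 12 accessions that the paper prints were not tied to a probe set (CO122837, DW498822, DT570955, DT557030, AW186839, CA992726, CO127792, DT468502, DT546878, U23206, CO124756 and DT507015). A few further members of the gene groups are named as examples, chosen after their values were seen. Where an accession has several probe sets, the one whose study log ratio equals the paper's value was used for the comparison with the paper, which applies to the aldolase CA993106.

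Gene groups were formed by words in the descriptions. The words for photosynthesis, tubulin, actin, ethylene, auxin, gibberellin, jasmonate, antioxidant, terpenoid, cell wall loosening, heat shock, ribosomal protein, proteasome and ubiquitin, histone, metallothionein, rapid stress-response regulators, pollen and tapetum, fibre, and seed and embryo storage were set before the data were examined, and spelled-out forms of the same words were added for photosynthesis, ethylene, antioxidant and the stress-response regulators afterwards. The groups for glycolysis and for the TCA cycle with pyruvate dehydrogenase were named before the data were examined and their enzyme names were spelled out afterwards. The organelle-encoded and ribosomal RNA groups were formed after descriptions and some values were seen, and the group of 4 probe sets with rRNA in their identifiers before its own values were. Matching by words brings in some proteins by name only, such as 3-isopropylmalate dehydrogenase in the TCA group and alcohol dehydrogenase class-3 in the antioxidant group. The check for probe sets that move opposite ways in the tissues was widened from named genes to group members after the chloroplast ribosomal protein L32 had been seen.

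The alternatives were no floor, a floor of 100, ratios centred on their median, quantile normalization, scaling on the hybridization controls, only probe sets designed for 1 transcript, exchange of the ovule columns alone and with a shift, and a log2 threshold of 1.5. The shift, -1.77 on every ovule ratio, is the median of the study's ovule log ratios minus the ratios of its own signal columns. An alternative that lowers the ovule ratios by their median gap to the study's log ratios was added after the data were seen. Median log2 ratios of all measured probe sets moved by 0.02 in anthers and -0.003 in ovules with centring. Correlations were computed across genes. The counting was tested on simulated data, in which 95.0% and 100.0% of 200 changes with log2 ratios of 1.5 and 2.0 were recovered in anthers and 96.5% and 99.5% in ovules, with 6, 7, 7 and 11 false calls among 24029 probe sets. The simulated noise had the same chosen spread at every signal, and changes were planted only in probe sets with a geometric mean signal over 200. These figures check the counting and are not error rates of the real counts. Calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and R 4.3.3 with limma 3.58.1 for quantile normalization. The qRT-PCR measurements were not analysed here.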

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

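The tests of RNA quality in this part were chosen after the result was seen. Chloroplast 50S ribosomal protein L32 (DT461698), a protein of the plastid ribosome, went opposite ways in the tissues, with a log2 ratio of -1.76 in anthers, from 489 in Pima S-1 to 145 in 57-4, and 1.78 in ovules, from 71.3 to 244. The AP2/EREBP transcription factor ERF-1 (AY779339) also differed in direction, with -1.24 in anthers and 1.06 in ovules. Over all probe sets, 23 were at least 2-fold lower in 57-4 anthers and higher in 57-4 ovules, and 2 were at least 2-fold higher in anthers and lower in ovules. These differences between the tissues were not tested, since each rests on 1 array per condition, and they turn into shared directions if the ovule arrays are exchanged.

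In anthers, 30 probe sets were at least 4-fold apart, and 2 of them are outside the study's anther list. The brighter of the pair had signals of 325 in 57-4 and 17.9 in Pima S-1, a log2 ratio of at least 2.70, and the other had 231 and 34.5, at least 2.21. Neither has a gene name here, and both were singled out after their values were seen.

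The control transcripts, which the paper does not report on, had a steeper 3' to 5' fall on the 57-4 arrays, with a median log2 change of 1.01 in the 3' to 5' ratio. Hybridization or scanning of the 57-4 arrays is argued against, since the hybridization controls, which are added after labelling, changed their ratio by a median of at most 0.08 in size (-0.0785 in ovules). Shorter RNA fragments in the 57-4 pools are a candidate explanation that was not tested. The steeper fall of the cotton controls in 6 of 6 comparisons is the pattern to be explained and cannot decide it. Whether this has any part in the genes that changed in both tissues was not tested, and a difference between the genotypes in these transcripts stays open as untested.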

How the results depend on the processing

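The alternative that lowers the ovule ratios by the study gap was chosen after the data were seen, and the others were set before the data were examined. Under median centring and quantile normalization the counts stayed within 1.5 times their main values: 681 and 672 probe sets at least 2-fold apart in anthers, 1262 and 1184 in ovules, and 114 and 107 in both tissues. Scaling on the hybridization controls left the ovule total within that range, at 1692. The correlation between the tissues was between 0.23 and 0.28 under every alternative that keeps the ovule labels.

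In anthers the count became 6068 with no floor, 260 with a floor of 100, 1610 with scaling on the hybridization controls, 330 with only single-transcript probe sets and 112 with a log2 threshold of 1.5. In ovules it became 8054 with no floor, 699 with a floor of 100, 607 with only single-transcript probe sets, 22935 with the columns exchanged and shifted, 296 with the threshold of 1.5 and 3078 with ratios lowered by the study gap. In both tissues together it became 3260, 49, 483 and 42 under the first of these, in the order given for anthers, 14 with the threshold of 1.5, 567 with the columns exchanged and shifted and 221 with ratios lowered by the study gap. By construction, fewer probe sets are used with the single-transcript choice, fewer pass a higher threshold or floor, no floor admits signals under 50, and a shift moves ratios past the threshold, while beyond that the cause was not tested.

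Exchanging the ovule columns inverts every ovule ratio by construction, so the correlation between the tissues became -0.26, with or without the shift, and no other cause was tested. Reversals are listed for ovule log2 ratios and medians of at least 1 in size, and smaller ones that change sign are not listed. With the columns exchanged they became 1.41 for DT570098, 1.17 for DT047754, -1.17 for CO107110, 1.78 for CO124765, 1.10 for CO124872, 2.02 for DW507015, -1.57 for DT466538, -1.65 for DT468888, 2.47 for DT049130, 1.34 for DQ088821, 3.10 for DN780720, -1.86 for DN826143, 1.14 for CO122608, 1.53 for DT462887, 1.89 for DN758410, -1.38 for CO093025, 2.41 for DW489795, 2.40 for DT460560, 2.22 for DT558313, 2.10 for CO089484, 1.91 for CO121107, 1.89 for AI728599, 1.83 for AI729704, -2.99 for DV849788, -2.80 for DW482123, -2.56 for DT049218, -2.39 for DW234222, -2.33 for DW500209, -2.06 for DT467159, -2.01 for DT460896, -1.95 for DV849174, -1.92 for DW492007, -1.91 for DT054327 and -1.51 for the jasmonate median. With the shift added, those of that size that changed sign became -2.93 for CO107110, 0.015 for CO124765, 0.25 for DW507015, -3.34 for DT466538, -3.42 for DT468888, 0.71 for DT049130, 1.33 for DN780720, -3.63 for DN826143, 0.12 for DN758410, -3.15 for CO093025, 0.64 for DW489795, 0.64 for DT460560, 0.45 for DT558313, 0.33 for CO089484, 0.14 for CO121107, 0.12 for AI728599, 0.066 for AI729704, -4.75 for DV849788, -4.57 for DW482123, -4.33 for DT049218, -4.16 for DW234222, -4.10 for DW500209, -3.83 for DT467159, -3.78 for DT460896, -3.71 for DV849174, -3.69 for DW492007, -3.68 for DT054327 and -3.27 for the jasmonate median. Of the 205 other results (named genes and medians of gene groups), 205 stayed within the comparison spread with centring, 204 with quantile normalization, 184 with no floor and 160 with a floor of 100. Scaling on the hybridization controls moved 186 and the study gap moved 101, each lowering the ratios. With single-transcript probe sets 83 stayed and 17 moved, and the rest have no value.

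No paired analysis was possible because each condition has 1 array of pooled RNA, so replicates cannot be paired within a tissue, and a fit of the genotype with tissue as a block was not run. Signals near the floor limit what can be said of weak genes, as folds against a signal under 50 are bounds and genes under 50 on both arrays have no ratio.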

Differences from the paper's values

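The alternatives named in this part were set before the data were examined, apart from the study gap. The paper states no fold threshold for its counts and describes its lists, supplied by the array service, as statistically relevant genes, while the counts here are of probe sets at least 2-fold apart. In anthers the paper's total is 284 and 684 were found here, and the paper's number of decreased genes is 232 against 431, and both came within 1.5 times of the paper's with a floor of 100 and with only single-transcript probe sets, and with no other alternative. The paper's number of increased genes in anthers is 52 and 253 were found, which came within range with a floor of 100, with scaling on the hybridization controls and with a threshold of 1.5, and with no other alternative. In ovules the paper's number of increased genes is 149 and 656 were found, within range with scaling on the hybridization controls and the threshold of 1.5 alone. The paper's number of decreased genes in ovules is 1678 and 609 were found, within range with scaling on the hybridization controls alone, which gives 176 increased and 1516 decreased. Lowering the ovule ratios by the study gap, chosen after seeing the values, gives 71 and 3007 and does not reach the paper's numbers.

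The log2 ratios below, from signals of at least 50 on both arrays of a tissue, differ from the paper's Table 1 by more than the comparison spread of 0.31. The paper's values are signal log ratios, which its methods describe as calculated independently of the signals, by a different algorithm. The values here are ratios of signals, so unlike measures are set side by side. Scaling on the hybridization controls brought the following within the spread. In ovules these are oxygen-evolving enhancer protein CO093680 (the paper's -1.3, here -0.93), actin CO084889 (the paper's -1.4, here -0.80), tubulin DW507015 (the paper's -2.4, here -2.02), cytosolic Cu/Zn SOD DQ088818 (the paper's -1.4, here -0.73), CA992778 (the paper's -1.5, here -0.84, with the limit on this accession given below) and DELLA-GAI DT468888 (the paper's 1.1, here 1.65). In anthers they are actin DN759693 (the paper's 1.0, here 1.53), beta-tubulin 1 CO124765 (the paper's -1.0, here -0.47), allene oxide synthase DT047194 (the paper's -1.2, here -0.62) and DELLA-GAI (the paper's 1.3, here 1.80). No other alternative set before the data were examined that gives a value for these did so. The scaling also took anther ratios that had not differed outside the spread. Examples are Aux/IAA protein DW517716 (the paper's -2.0, scaled -2.52), ACC synthase DQ122174 (the paper's -1.2, scaled -1.74) and DW225135 (the paper's -1.1, scaled -1.56). Others are activase 2 DQ233255 (the paper's 1.6, scaled 0.83) and DT466538 (the paper's 1.1, scaled 0.52). Unscaled, the median anther gap to the study's log ratios was -0.002. Rubisco small subunit CO496683 in ovules (the paper's -1.1, here -0.51) and chloroplast Cu/Zn SOD DQ120514 in ovules (the paper's -1.1, here -0.45) came within the spread with scaling on the hybridization controls and with the ovule columns exchanged and shifted, and with no other set before the data were examined. That shift of -1.77 was computed from the study's own log ratios, so closeness under it is not independent evidence. 12-oxophytodienoate reductase DT466538 in ovules (the paper's 1.2, here 1.57) did so with quantile normalization and with scaling on the hybridization controls, and ACC oxidase DQ116442 in anthers (the paper's 1.0, here 0.60) with quantile normalization, and with no other set before the data were examined.

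No alternative set before the data were examined that gives a value brought the others within the spread. In ovules these are aldolase AI054483 (the paper's -1.5, here -0.68), glucose-6-phosphate isomerase DT456471 (the paper's -1.1, here -0.26), alpha-tubulin DT052122 (the paper's -1.5, here -0.72) and beta-tubulin 1 DW516614 (the paper's -1.5, here -0.69). In anthers they are succinate dehydrogenase DT570098 (the paper's -1.0, here -1.34), ethylene-responsive transcription factor 5 DT047349 (the paper's -2.5, here -3.45) and CA992778 (the paper's 1.1, here 0.50). Table 1 gives CA992778 as a chlorophyll A/B binding protein, while the study's list describes it as chloroplast 30S ribosomal protein S18, with a listed ovule log ratio of -1.2. The paper's values for it equal the listed log ratios of the chlorophyll A/B binding protein precursor CA993199 in anthers (the paper's 1.1, here 1.05) and of the photosystem I light-harvesting chlorophyll a/b-binding protein AI731055 in ovules (the paper's -1.5, here -0.40), so the values set beside CA992778 are not tied to it by the study's lists. The probe sets excluded as not designed for 1 transcript have no value under that alternative. Lowering the ovule ratios by the study gap, chosen after seeing the values, brings all 13 measured ovule ratios that differ within the spread, takes the 2 that did not differ outside it, and leaves 113 of 149 probe sets the study calls increased and 218 of 1265 it calls decreased short of a 2-fold difference that way, against 75 and 1133 in the deposited signals and 96 and 654 with scaling on the hybridization controls. The gap was computed from the study's own log ratios, so this closeness is not independent evidence. For the aldolase CA993106 both probe sets give only lower bounds in anthers, neither of which exceeds the paper's value. The tubulin DW507015 also gives a bound in anthers, at least 3.40-fold lower or a log2 ratio of at most -1.77. It lies beyond the paper's -1.4 by more than the spread.

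The paper reports genes homologous to actin as increased in anthers, and of 7 actin and actin-binding probe sets 1 was at least 2-fold higher there, the paper's own anther accession DN759693, which had a ratio of 1.53 and the same direction as in the paper. It reports xyloglucan endotransglycosylase as decreased, and the endo-xyloglucan transferase DN826143 had a ratio of 1.86 in ovules, while DT459646 had -1.33 in anthers.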

Other observations

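The tests in this part were chosen after the result was seen, apart from the one on probe sets with rRNA in their identifiers. The 3 metallothionein probe sets described here, for small proteins that bind metals, were all on the study's anther list. Their change in anthers is thus not independent evidence, and metallothioneins that the study did not call could not be counted. The metallothionein-like AY857933 rose from 228 to 1550.4 (log2 ratio 2.77), and all 3 listed probe sets were at least 2-fold higher, with a median of 1.62 that became 0.74 with a floor of 100. In ovules none was 2-fold apart, and the median of 0.16 became -0.24 with scaling on the hybridization controls and -0.46 with the study gap. Other increased genes in anthers were a lipid-transfer protein (DT049951, 1.80) and a glycine-rich wall protein (DN760285, 1.76). Heat shock proteins, which are chaperones, had a median of -0.82 in ovules with 1 of 14 at least 2-fold lower, and a median of 0.31 in anthers with 1 of 15 lower, which became -0.16 with scaling on the hybridization controls. Heat shock protein 90 (DT560821) had -0.79 in ovules and 0.37 in anthers, while another probe set with that description (CO129957) had -0.41 and -0.64. Of the rapid stress-response regulators, 19 of 55 were lower and 3 higher in anthers (median -0.56, which became -1.13 over single-transcript probe sets), and 9 of 55 were lower and 7 higher in ovules (median -0.34). A calmodulin (DW509133), a calcium sensor, had -2.27 in anthers, and in ovules WRKY8 (DT465694) had 1.72, WRKY6 (DT463720) 1.73 and MYB127 (DT465545) 1.66.

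Other groups are given as probe sets at least 2-fold apart among those measured. Ribosomal proteins were 3 higher and 3 lower of 38 (median -0.27) in anthers and 6 higher and 3 lower of 38 (median -0.50) in ovules. Proteasome and ubiquitin genes were 0 higher and 0 lower of 19 (median -0.44) in anthers and 0 higher and 3 lower of 19 (median -0.76) in ovules. Fibre genes were 1 higher and 2 lower of 12 (median -0.30) in anthers and 0 higher and 3 lower of 12 (median -0.61) in ovules, with fasciclin-like arabinogalactan protein 14 (DT463727) at -1.42 and -1.11, and the anther median became 0.11 over single-transcript probe sets. Pollen and tapetum genes were 0 higher and 0 lower of 2 (median -0.58) in anthers and 0 higher and 0 lower of 2 (median -0.62) in ovules, and seed and embryo storage genes were 0 higher and 0 lower of 2 (median -0.13) and 0 higher and 0 lower of 2 (median -0.60). Cytochrome b5 had ratios of -1.15 in anthers and -0.39 in ovules on CO085819, and -0.05 and -1.17 on DT047754. These groups hold only probe sets that the study had called, so their counts are not independent evidence.

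Of the listed organelle-encoded probe sets, 8 of 23 were at least 2-fold higher in 57-4 ovules and 2 lower, with a median of -0.56, and 0 of 23 were higher and 1 lower in anthers, with a median of 0.08 that became -0.41 with scaling on the hybridization controls. Succinate dehydrogenase subunit 4 (DW482123) rose from 85.5 to 597 in ovules, NADH dehydrogenase subunit 5 (DV849174) had a ratio of 1.95, cytochrome b6/f subunit VIII (DW492007) 1.92, and chloroplast ribosomal protein L33 (DW234222) was at least 5.24-fold higher. RNA quality shared by the 57-4 pools of both tissues is argued against as the whole cause, since the 8 probe sets that were higher in ovules, with a median of 1.92, had a median of -0.0549 in anthers, within a range of -1.76 to 0.58. More ribosomal RNA carried through labelling stays open, since the 4 probe sets with rRNA in their identifiers had a median of 0.242 in ovules, with members from -1.88 to 1.15 going both ways, and of -0.28 in anthers, the ovule median becoming -0.16 with scaling on the hybridization controls, -0.38 with the study gap and -1.88 on the single-transcript member. The listed ribosomal RNA matches were 1 higher and 2 lower of 4 (median -0.85) in ovules and 0 higher and 0 lower of 4 (median -0.16) in anthers, with a 26S ribosomal RNA match (DT054327) at 1.91 in ovules, and a fault of the ovule pool alone or a difference between the genotypes in organelles may also remain, as untested explanations.

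The study's ovule list holds mostly decreased probe sets (149 increased and 1265 decreased in the part held), while the deposited ovule signals give similar numbers in each direction. Scaling of the study's comparison on the hybridization controls is argued against as the whole cause, since their median log2 ratio in ovules was 0.398 (SD 0.072 over 9 probe sets), below the gap. A constant offset may be the source, since the deposited ratio minus the study's log ratio had a median of 0.627 over 28 increased probe sets and 0.62 over 1168 decreased ones, while in anthers the median gap was -0.002. In ovules the quartiles of the gap were 0.50 and 0.73, and what made the offset was not tested. The direction of the ovule comparison stays open, because the signal columns of the ovule list carry the opposite genotype headings to the deposited labels, while its log ratios follow the labels and the paper's qRT-PCR gives the high molecular weight heat shock protein as decreased in 57-4 ovules.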
